# Transcriptome reprogramming through alternative splicing triggered by apigenin drives cell death in triple-negative breast cancer

**DOI:** 10.1038/s41419-023-06342-6

**Published:** 2023-12-13

**Authors:** Meenakshi Sudhakaran, Tatiana García Navarrete, Katherine Mejía-Guerra, Eric Mukundi, Timothy D. Eubank, Erich Grotewold, Daniel Arango, Andrea I. Doseff

**Keywords:** Cancer, Transcriptomics

## Abstract

Triple-negative breast cancer (TNBC) is characterized by its aggressiveness and resistance to cancer-specific transcriptome alterations. Alternative splicing (AS) is a major contributor to the diversification of cancer-specific transcriptomes. The TNBC transcriptome landscape is characterized by aberrantly spliced isoforms that promote tumor growth and resistance, underscoring the need to identify approaches that reprogram AS circuitry towards transcriptomes, favoring a delay in tumorigenesis or responsiveness to therapy. We have previously shown that flavonoid apigenin is associated with splicing factors, including heterogeneous nuclear ribonucleoprotein A2 (hnRNPA2). Here, we showed that apigenin reprograms TNBC-associated AS transcriptome-wide. The AS events affected by apigenin were statistically enriched in hnRNPA2 substrates. Comparative transcriptomic analyses of human TNBC tumors and non-tumor tissues showed that apigenin can switch cancer-associated alternative spliced isoforms (ASI) to those found in non-tumor tissues. Apigenin preferentially affects the splicing of anti-apoptotic and proliferation factors, which are uniquely observed in cancer cells, but not in non-tumor cells. Apigenin switches cancer-associated aberrant ASI in vivo in TNBC xenograft mice by diminishing proliferation and increasing pro-apoptotic ASI. In accordance with these findings, apigenin increased apoptosis and reduced tumor proliferation, thereby halting TNBC growth in vivo. Our results revealed that apigenin reprograms transcriptome-wide TNBC-specific AS, thereby inducing apoptosis and hindering tumor growth. These findings underscore the impactful effects of nutraceuticals in altering cancer transcriptomes, offering new options to influence outcomes in TNBC treatments.

## Introduction

Triple-negative breast cancer (TNBC) is a highly aggressive metastatic tumor characterized by a lack of estrogen, progesterone, and HER2 receptors, accounting for approximately 20% of all breast cancers (BC) [1]. TNBC has a poor clinical prognosis due to the lack of targeted therapies and refractory behavior, underscoring the need to identify new alternative therapeutic approaches.

TNBC cells exhibit remarkable transcriptome alterations, including dysregulation of alternative splicing (AS) [2, 3]. Aberrant cancer-specific alternative spliced isoforms (ASI) promote tumor development, metastasis, and resistance to anti-tumor therapies [4]. Thus, identifying novel approaches that can modulate TNBC transcriptomes is warranted to prevent tumor development and improve therapeutic outcomes.

Flavonoids are the largest class of plant-specialized metabolites with health benefits that constitute key dietary nutraceuticals. Apigenin (4′,5′,7-trihydroxyflavone), a flavonoid abundant in celery and parsley, has shown anti-carcinogenic activity in different model systems, including BC [5–8]. We demonstrated that apigenin sensitizes TNBC spheroids and patient-derived TNBC xenografts (PDX) to doxorubicin-induced apoptosis [7]. Moreover, apigenin sensitizes primary patient-derived lung cancer cells to TNF-related apoptosis-inducing ligand (TRAIL) anti-tumor therapies, without affecting non-tumor cells [9]. Screening of a human BC phage display library coupled with next-generation sequencing (PD-Seq) identified direct targets of apigenin [10]. Among the high-affinity proteins that bind to apigenin, we found RNA binding proteins (RBPs), Heterogeneous Nuclear Ribonucleoprotein A2/B1 (hnRNPA2), Musashi 2 (MSI2), CUG-BP ELav-Like Family Member 1 (CELF1) [10], which are key regulators of AS. In TNBC cells, apigenin alters the AS of caspase-9 and cellular FLICE-inhibitory protein *(*c-FLIP, encoded by the *CFLAR* gene), a regulator of caspase-8-dependent apoptosis [10]. Apigenin altered the AS of *CFLAR* and TRAIL death receptor 5 (*DR5*), resulting in the sensitization of human primary tumor-derived lung cancer cells to TRAIL [9]. However, whether apigenin affects the aberrant AS landscape associated with TNBC remains unknown.

Here, we conducted comprehensive transcriptomic analyses to study the effects of apigenin on AS in human TNBC MDA-MB-231 cells. Our study provides mechanistic insights into the anti-cancer effects of apigenin. Most AS events altered by apigenin were enriched in hnRNPA2 substrates compared to those of MSI2 or CELF1. The genes affected by apigenin through AS were enriched in cell death. Comparative analyses using available human transcriptome datasets showed that apigenin can modulate aberrant ASI commonly found in the tumors of patients with TNBC. Moreover, apigenin switched the AS profiles of TNBC cells by increasing the expression of molecules that either induced apoptosis or inhibited cell proliferation. Importantly, these changes in AS were also observed in vivo in mammary tumor tissues. Consistently, apigenin decreased the proliferation and induced apoptosis of TNBC cells in a xenograft mouse model. Our findings reveal the impact of apigenin on the TNBC transcriptome, providing novel mechanistic insights into how this dietary nutraceutical confers anti-cancer activity through splicing reprogramming. These findings underscore the potential of nutraceuticals in improving TNBC prevention and treatment.

## Material and methods

The data generated in this study are available in the article and its supplementary files.

### Cell culture

Human TNBC MDA-MB-231 cells (Cat. #: HTB-26™, RRID: CVCL_0062), BT-549 cells (Cat#: HTB-122™, RRID:CVCL_1092), MDA-MB-468 cells (Cat#: HTB-132™, RRID:CVCL_0062) and immortalized breast epithelial MCF10A cells (Cat. #: CRL-10317™, RRID: CVCL_0598) were purchased from the American Type Culture Collection (ATCC). MDA-MB-231 cells were cultured in Dulbecco’s Modified Eagle’s medium (DMEM) supplemented with 5% Fetal Bovine Serum (FBS) and 1% penicillin/streptomycin (P/S) antibiotics. MCF10A cells were grown in DMEM/F12 supplemented with 10% FBS, 1% P/S, and 10 ng/ml Epidermal Growth Factor (ProteinTech, Cat. #: HZ-1326), 0.5 mg/ml hydrocortisone (Sigma-Aldrich, Cat. # H4001, 100 ng/ml cholera toxin (Sigma-Aldrich, Cat. #: C8052), and 10 μg/ml insulin (Sigma-Aldrich, Cat. #: I3536). All cell lines were treated with 50 μM apigenin (Sigma-Aldrich, Cat. # A3145), or DMSO (Sigma-Aldrich, Cat.#: D2650) for 48 h in all experiments.

### Animal studies

All procedures were approved by The Ohio State University Institutional Animal Care and Use Committee (IACUC, protocol A0208). Mice were housed under constant humidity (50 ± 5%), temperature (22 ± 2 °C), and a 12-h day/night cycle and received food and water *ad libitum*. Severe combined immuno-deficient 6–10-week-old female mice were injected with 10^6^ MDA-MB-231 cells into the mammary fat pad. Mice were injected daily intraperitoneally with 25 mg/kg apigenin dissolved in 100 μl vehicle [20% DMSO, 10% ethanol, 30% KolliphorEL (Sigma-Aldrich, Cat. #:C5135), and 40% PBS], or vehicle alone for 28 days. Tumor volume was measured three times per week using calipers (tumor volume = *width* * *lenght*^2^/2). Mice were euthanized on day 28, and tumors were removed, measured, and snap-frozen in liquid nitrogen or fixed in 10% buffered formalin.

### RNA-seq analyses

Library preparation and sequencing were performed by BGI (https://www.bgi.com/us). Briefly, indexed libraries from isolated RNA were generated for three independent biological replicates using the DNBseq strand-specific transcriptome library kit following the manufacturer’s instructions. Libraries were validated on an Agilent Bioanalyzer 2100 and sequenced using paired-end 100-mer reads in the DNBSEQ-G400 sequencer, yielding an average of 40 million reads per sample. Quality and duplication levels were evaluated by FastQC (V.0.11.8) and aligned to the human genome assembly 19 (hg19) using TopHat (V.1.4.1) with default parameters [11]. The annotations for all human gene models were obtained from RefSeq hosted at UCSC. Uniquely aligned reads were kept for further analysis. Raw read counts were obtained using HTseq (V.0.11.0) [12], loaded into R (V.4.3.1), and normalized for library sizes using DESeq2 [13]. Replicate reproducibility was evaluated by hierarchical clustering (complete linkage method) using the Euclidean distances between the samples and by principal component analysis using DESeq2.

### AS analyses

To detect differential AS events, we used the Mixture of Isoforms (MISO) package (version 0.5.4) with the default parameters [14]. First, the coordinates for the exon-centric events for the major classes of mRNA processing events and the isoform-centric annotations were retrieved using the annotation files for the hg19 version. The Percentage of Spliced Index (PSI) and the difference in PSI (ΔPSI) between samples treated with apigenin or DMSO were computed for all events in each of the three biological replicates. Because MISO does not accept replicates, we pooled the biological replicates and computed all events in the pooled dataset. Events with a Bayes factor ≥ 20 in the pooled dataset showing the same ΔPSI direction in each biological replicate were selected as differentially affected events. AS events were visualized using the Integrated Genome Viewer (IGV; V.2.13.2) [15] and represented as Sashimi plots. Downstream data analyses were performed using R.

Publicly available RNA-seq datasets from normal breast tissue (NBT) and TNBC patient samples were obtained from the Gene Expression Omnibus repository (GEO: GSE52194, GSE142731, GSE58135), and changes in AS were analyzed using the same workflow described above.

### Statistical tests

The sample sizes and statistical tests for each plot are specified in each figure legend. For all graphs, *p* ≤ 0.05 is significant.

## Results

### Apigenin induces apoptosis and modulates AS transcriptome wide in human TNBC cells

To evaluate the effect of apigenin on TNBC transcriptomes, RNA-seq was performed using mRNA from MDA-MB-231 TNBC cells treated with 50 μM apigenin or diluent DMSO for 48 h, a concentration and time that significantly decreased cell proliferation, induced cell cycle arrest, and promoted apoptosis in cancer cells (Fig. 1A–E), without affecting the proliferation or apoptosis of non-tumor MCF10A cells (Fig. 1F, G). Hierarchical clustering and normalized read count correlations showed high concordance between replicates and significant differences between the transcriptome profiles of cells treated with apigenin or the diluent control (Supplementary Fig. 1A–C). We next analyzed the effect of apigenin on the expression of different mRNA processing events using the exon-centric Mixture of Isoforms (MISO) package [14]. We examined the skipped exon (SE), retained intron (RI), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), and mutually exclusive exon (MXE). In addition, we measured alternative first exon (AFE), and alternative last exons (ALE), which are generated through alternative transcription initiation and alternative 3′ mRNA cleavage rather than AS [16, 17] (Fig. 2A). Of the 80,501 mRNA processing events examined, apigenin significantly affected 2409 (Fig. 2B and Supplementary Table 1). Overall, we found that apigenin induced a more significant proportion of exon or intron exclusions, as illustrated by a higher number of events with a negative ΔPSI (blue) compared to those with a positive ΔPSI (yellow, Fig. 2B, C and Supplementary Fig. 2A), which was most evident in RI events (327 blue *vs*. 64 yellow, Fig. 2D). Three types of mRNA processing patterns, RI, A3SS, and ALE, were significantly affected by apigenin (Fig. 2E, brown vs. gray). We found that RI and ALE were enriched in the presence of apigenin, while the frequency of A3SS decreased. We next used MISO to identify changes in the expression of whole transcript isoforms through the isoform-centric analysis [14]. We found that apigenin altered 5362 mRNA isoforms in 3300 genes (Supplementary Fig. 2B and Supplementary Table 2), confirming the transcriptome-wide effects of apigenin on mRNA processing. To confirm the validity of several AS events identified by RNA-seq analyses, we used isoform-specific primers and RT-PCR analyses (Supplementary Fig. 2C and Supplementary Table 3). The analyses of additional AS events confirmed good concordance between the RT-PCR and RNA-seq results (Supplementary Fig. 2C, D, *R*^2^ = 0.92). Taken together, these results show that apigenin reprograms transcriptome-wide mRNA processing.

**Fig. 1:**
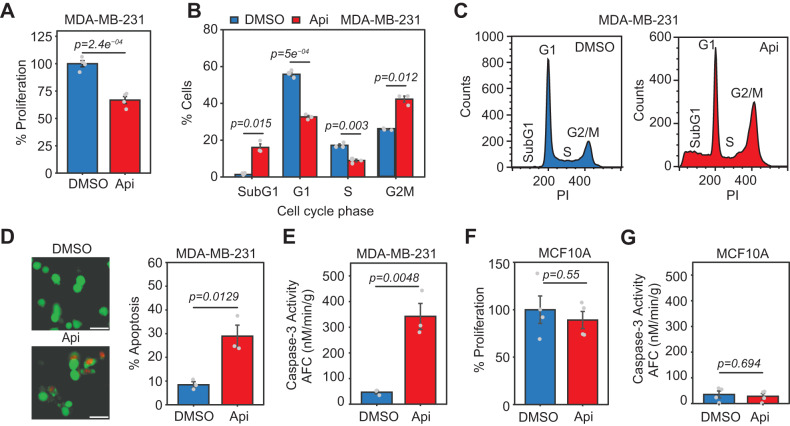
Apigenin has anti-carcinogenic activity in TNBC cells with no effect in non-tumor mammary epithelial cells. MDA-MB-231 cells were treated with 50 μM apigenin (Api) or DMSO for 48 h. **A** Cell proliferation was assessed using MTS assays. **B** Bar plots represent the percent of cells in each phase of the cell cycle. **C** Representative cell cycle profiles in cells stained with propidium iodide (PI). **D** Percentage of apoptotic cells evaluated by fluorescence microscopy of cells stained with calcein AM/PI (scale bar indicates 100 μm). **E** Caspase-3 activity in MDA-MB-231 cells. **F**, **G** MCF10A cells were treated with 50 μM apigenin or DMSO for 48 h. All data represent mean ± SEM, *n* = 3–4. Statistical significance was evaluated by two-tail *t*-test for **A** and **D**–**G** and pairwise *t*-test for **B**.

**Fig. 2:**
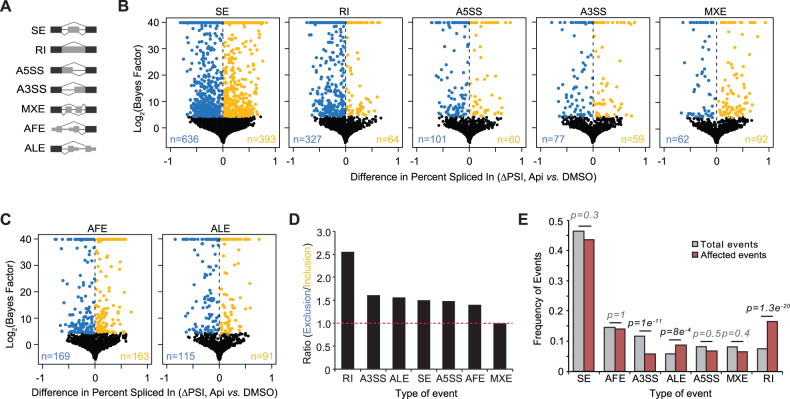
Apigenin alters transcriptome-wide AS in TNBC cells. RNA-seq analyses were performed in MDA-MB-231 cells treated with 50 μM apigenin (Api) or DMSO for 48 h. **A** Schematic representation of all types of mRNA processing events. **B**, **C** Volcano plots depicting changes in the percentage of spliced isoform index (ΔPSI) in apigenin- *vs*. DMSO-treated cells. Blue and yellow dots represent significantly excluded and included AS events, respectively. **D** Ratio of the excluded *vs*. included AS events. A ratio higher than 1 implies that the number of excluded AS events is higher in cells treated with apigenin. **E** The proportion of differentially spliced events by apigenin compared to the total number in each category. Statistical significance was evaluated by proportion with Bonferroni correction.

### Alternative splicing of hnRNPA2 substrates is significantly affected by apigenin

We have previously shown that apigenin associates with hnRNPA2, MSI2, and CELF1 [9, 10]. Thus, we hypothesized that apigenin affects the AS of the substrates of such RBPs. To investigate this possibility, we intersected the genes whose AS was affected by apigenin with experimentally validated substrates of hnRNPA2, MSI2, or CELF1 identified by CLIP-seq (Crosslinking and Immunoprecipitation followed by deep sequencing) in cancer cells (Supplementary Table 4) [18–20]. We found that apigenin significantly affected the AS of genes encoding hnRNPA2, MSI2 and CELF1 substrates (Fig. 3A and Supplementary Table 4). Next, we compared the ΔPSI between apigenin and DMSO for each potential splice event in genes that are either substrates or non-substrates of these RBPs. We found that the ΔPSI magnitude was significantly different among genes that are substrates of hnRNPA2 (yellow) compared to those that are not substrates of hnRNPA2 (blue; Fig. 3B). In contrast, no significant difference was observed between substrates and non-substrates of MSI2 or CELF1 (Fig. 3C, D), suggesting that the effect of apigenin is preferentially mediated through hnRNPA2 targets. Pathway analyses of the 351 genes (Fig. 3A), which are both affected by apigenin through AS and are hnRNPA2 substrates, showed enrichment in cell death and survival (Fig. 3E). Taken together, these results suggest that the physiological effect of apigenin in TNBC is mainly mediated by its impact on the splicing of hnRNPA2 substrates that are involved in cell death and survival.

**Fig. 3:**
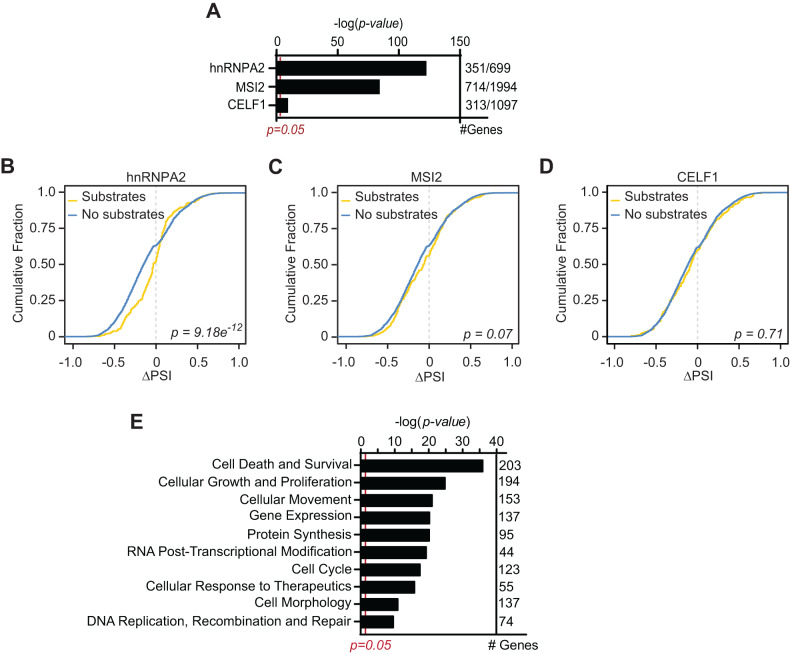
Apigenin regulates hnRNPA2 substrates. **A** The enrichment of hnRNPA2, MSI2, and CELF1 substrates among the genes differentially spliced in MDA-MB-231 cells treated with 50 μM apigenin. Enrichment was evaluated by a hypergeometric distribution test. **B**–**D** The genes differentially spliced in cells treated with apigenin were segregated as hnRNPA2 (**B**), CELF1 (**C**), or MSI2 (**D**) substrates (yellow) or non-substrates (blue) to compare the cumulative fractions of ΔPSI. **E** Molecular functional enrichment of hnRNPA2 substrates altered by apigenin through AS using IPA. Statistical significance was evaluated by Kolmogorov–Smirnov (K–S) test for **B**–**D** and by Fisher’s exact test for **E**.

### AS events affected by apigenin regulate cell death and survival in TNBC cells

To evaluate whether apigenin specifically affects the AS of cancer-related genes, we performed gene enrichment analyses focused on the categories of cancer driver genes, oncogenes, and tumor suppressors using 3761 genes, corresponding to 2409 exon-centric (Fig. 2B, C and Supplementary Table 1) and 5363 isoform-centric (Supplementary Fig. 2B and Supplementary Table 2) events affected by apigenin through AS (Supplementary Table 5) [21–24]. We found that AS events affected by apigenin were not enriched among cancer drivers, oncogenes, or tumor suppressors (Fig. 4A, *p* = 1 in all categories). Next, to investigate the biological impact of the apigenin-induced transcriptomic alterations, we conducted functional enrichment analyses of all the 3761 genes affected by apigenin through AS. The changes in AS induced by apigenin were significantly enriched in genes that regulate cell death and survival comprising 1572 genes (Fig. 4B and Supplementary Table 6).

**Fig. 4:**
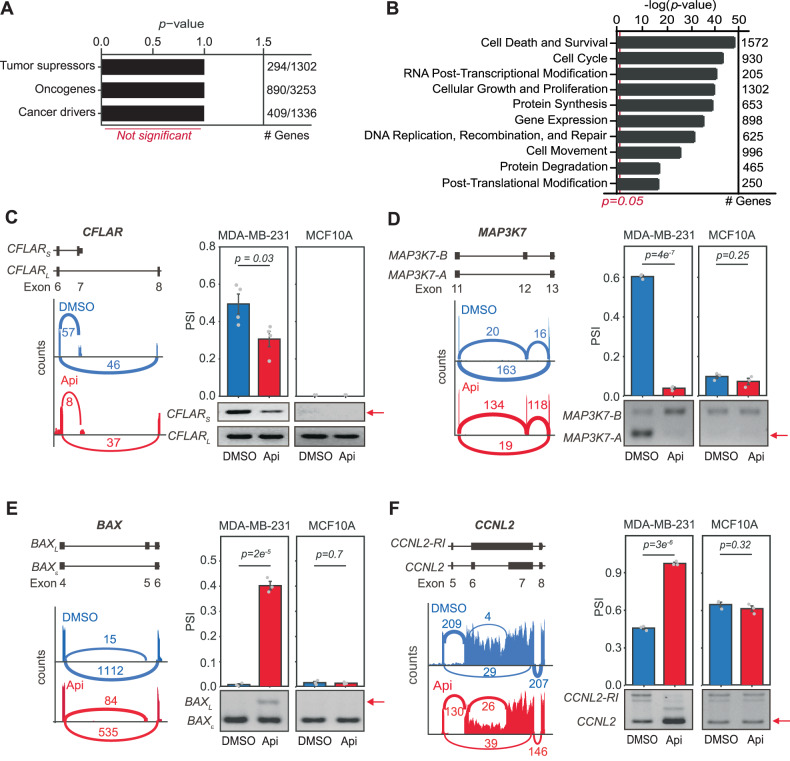
Apigenin modulates the splicing of genes involved in cell proliferation and apoptosis in TNBC cells. **A** Enrichment analysis of tumor suppressors, oncogenes, and cancer drivers among the genes differentially spliced in cells treated with apigenin vs. DMSO was evaluated by a hypergeometric test. **B** Molecular functional enrichment analyses using IPA of genes differentially spliced in cells treated with apigenin. Statistical significance was evaluated by Fisher’s exact test. **C**–**F** Representative Sashimi plots (left) and PCR (right) validation of AS events in cell death-related genes in MDA-MB-231 and MCF10A cells treated with apigenin (Api) or DMSO control. A representative gel is shown at the bottom. Mean ± SEM of the PSI of the isoform indicated by the red arrow, *n* = 3. Statistical significance was evaluated by two-tail *t*-test.

Next, we performed isoform-specific RT-PCR to validate the apigenin-induced changes in several AS events among the 1,572 genes involved in cell death and survival groups representing varying ΔPSI values. *CFLAR* displays reduced read coverage in the alternative last exon 7, specific to *CFLAR* short isoform (*CFLAR*_*S*_), compared to diluent control (Fig. 4C). Consistently, reduced levels of *CFLAR*_*S*_ were observed by isoform-specific PCR in apigenin-treated cells (Fig. 4C). *CFLAR*_*S*_ encodes the cFLIP-S protein, which enhances the inhibition of death receptors compared to the long isoform *CFLAR*_*L*_ [25]. Apigenin affected the splicing of *MAK3K7*, a gene encoding the TAK1 protein. *MAP3K7* has several AS isoforms, including *MAP3K7-B* and *MAP3K7-A* [26]. *MAP3K7-A* lacks exon 12 and enhances cell proliferation through NF-κB signaling in cancer cells, including MDA-MB-231 cells, while the long isoform *MAP3K7-B* promotes apoptosis [27]. Our results showed that apigenin reduced *MAP3K7-A* and increased *MAP3K7-B* expression (Fig. 4D), thereby leading to apoptosis. Apigenin also altered BAX splicing (Fig. 4E) [26], a pro-apoptotic molecule [28]. MDA-MB-231 cells lack *BAX*_*L*_, but express high levels of the shorter isoform *BAXε*. *BAXε* is a result of exon inclusion and frameshift that translates into a protein lacking the BH2 and transmembrane domains required for efficient BAX pro-apoptotic activity [28]. Apigenin significantly increased the levels of *BAX*_*L*_ mRNA, which has enhanced pro-apoptotic activity, compared to *BAXε* (Fig. 4E) [28]. Analysis of *CCLN2*, a splicing regulator that represses cell cycle progression [29], revealed that apigenin reduced *CCLN2-RI*, an isoform that retains intron six resulting in a premature stop codon that translates into a truncated protein (Fig. 4F) [26]. Apigenin increased the expression of translation-competent CCLN2 isoforms that are associated with the inhibition of tumor growth (Fig. 4F) [29].

Next, we compared the AS events mentioned above in human non-tumor breast epithelial MCF10A cells treated with apigenin or a diluent. Our results showed that apigenin did not affect AS in MCF10A cells (Fig. 4C–F, *right*). Further, we investigated if the changes in AS induced by apigenin in MDA-MB-231 cells are extended to other TNBC subtypes. All the apigenin-induced events tested were identical between mesenchymal subtypes MDA-MB-231 and BT-549 cell lines as evaluated by isoform-specific RT-PCR (Supplementary Fig. S3). Only one out the eight apigenin-induced AS events tested (Supplementary Fig. S3; *BAX*) was different in the basal-like MDA-MB-468 cell lines, corresponding to ~88% similarity with mesenchymal TNBC. These findings show that apigenin favors mRNA isoforms, resulting in proteins that increase cell death in different TNBC subtypes without affecting the AS of non-tumor cells.

### Apigenin modulates dysregulated alternative spliced isoforms in TNBC patients

The ability of apigenin to restore dysregulated AS events found in human TNBC MDA-MB-231 cells prompted us to examine whether this effect could also be observed in the transcriptomes of TNBC patients. For this purpose, we first analyzed publicly available RNA-seq data from TNBC and non-tumor breast tissues (NBT) from twenty-six and ten subjects, respectively (data available in GSE52194, GSE58135 and GSE142731) [30–32] using MISO. We found 3567 AS events comprising 2060 genes that were differentially spliced in TNBC compared with NBT (Fig. 5A), suggesting transcriptome dysregulation. Our analyses showed that TNBC was characterized by a higher number of inclusions (yellow) vs. exclusion events (blue) compared to NBT (Fig. 5B). We found that the highest inclusion-to-exclusion ratio was observed in RI events in TNBC (Fig. 5C), which is in agreement with previous reports [30, 33, 34].

**Fig. 5:**
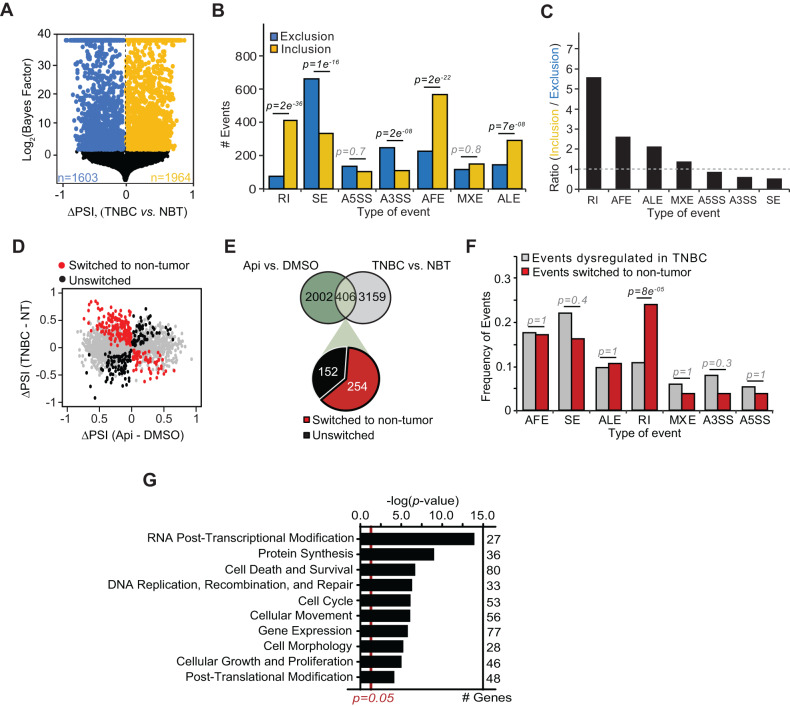
Apigenin restores the splicing of genes dysregulated in TNBC. **A** Volcano plots depict ΔPSI in TNBC vs. NBT mammary tissues. Blue and yellow dots represent AS excluded and included, respectively, in TNBC vs. NBT. **B** The ASIs were segregated as excluded (blue) or included (yellow) in TNBC as compared to NBT. Statistical significance was evaluated by *χ*^2^ test with a Bonferroni correction. **C** Ratio of the number of included/excluded ASIs in TNBC *vs*. NBT. A ratio higher than 1 implies that the number of included ASI is higher in TNBC. **D** Scatter plot of ΔPSI of events dysregulated in TNBC compared to the ΔPSI in apigenin (Api)-treated MDA-MB-231 cells. Red dots indicate events that are switched by apigenin towards non-tumor levels while black dots indicate the non-switched events. **E** Venn diagram intersection of AS events affected by apigenin (Api) in MDA-MB-231 cells and the events dysregulated in TNBC. Among the shared genes, those switched by apigenin towards non-tumor levels are indicated in red. **F** Proportion of ASIs in TNBC compared to the proportion of events switched by apigenin towards non-tumor levels. Statistical significance was evaluated by test of proportion with Bonferroni correction. **G** Molecular functional enrichment analyses using IPA of genes switched by apigenin to non-tumor levels. Statistical significance was evaluated by Fisher’s exact test.

We next interrogated whether apigenin changes the ASI found in the transcriptome of TNBC patients. Hence, we intersected the AS events affected by apigenin in MDA-MB-231 cells with those dysregulated in TNBC tumors (Fig. 5D). We found that apigenin altered splicing in 406 TNBC-specific events, corresponding to ~17% of all events affected by apigenin (Fig. 5E), and represented a significant enrichment compared to what would be expected by chance (*p* < 2.2e^−16^). Further analyses indicated that the majority of the changes in AS events, representing ~63% (254 of 406 total affected by apigenin), corresponded to changes from AS events characteristic of TNBC to those found in non-tumor cells (NBT, Fig. 5E). The ASI changed by apigenin from TNBC to NBT profiles showed significant enrichment in RI (Fig. 5F, red vs. gray), whereas all other types of events showed no significant enrichment compared to what was expected by chance (Fig. 5F, red vs. gray). Functional enrichment analyses of all the events switched by apigenin to non-tumor profiles (254 events) revealed RNA-post transcriptional modification was the most significantly enriched group with the highest number of genes affected corresponding to cell death and survival (Fig. 5G). Together, these findings suggest that apigenin reprograms the ASI found in TNBC patients through perturbations in RNA and cell death pathways, inducing a non-tumor-like transcriptome.

### Apigenin alters the AS of genes involved in cell death in vivo decreasing tumor growth

To gain insight into the functional ability of apigenin to modulate AS in vivo, we evaluated the effect of apigenin on tumor growth. We found that apigenin significantly decreased tumor growth in MDA-MB-231-derived xenografts (Fig. 6A, B), which is in agreement with previous studies [6, 35, 36]. Reduction in tumor size was a consequence of decreased proliferation and increased apoptosis of tumor cells, as determined by in situ immunostaining of tumor sections with the proliferation marker Ki67 and the apoptotic assay Terminal Uridine Nick-End Labeling (TUNEL), respectively (Fig. 6C, D).

**Fig. 6:**
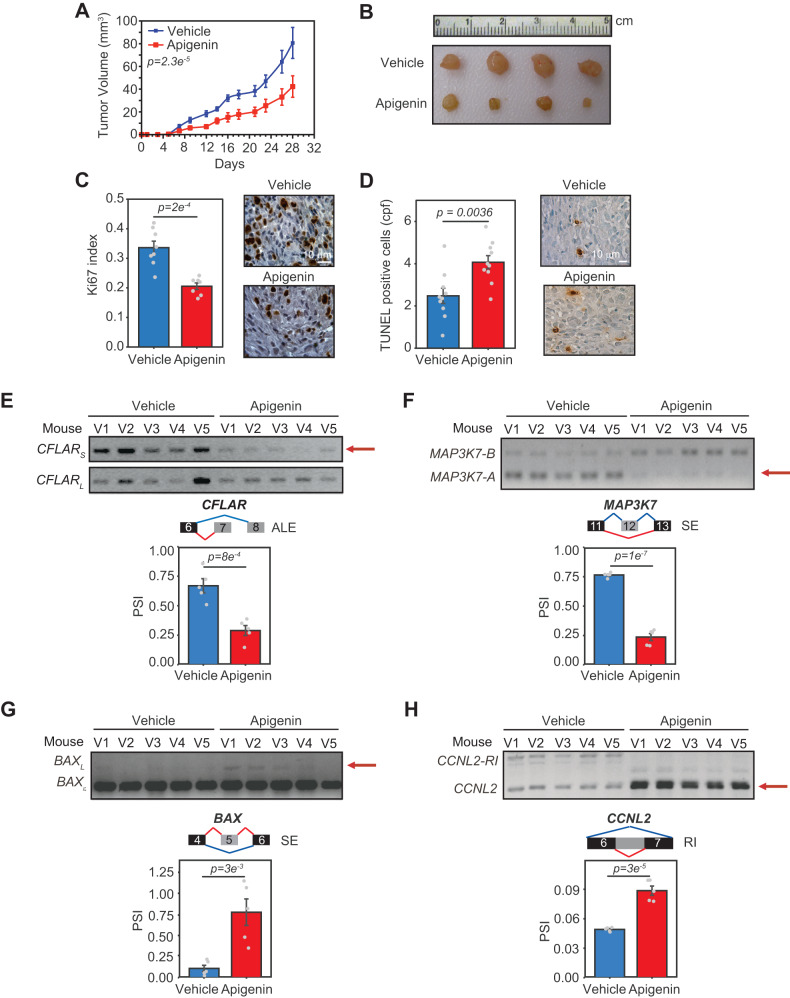
Apigenin decreases tumor growth in vivo altering AS of genes involved in tumorigenesis. **A** Line plots represent the mammary tumor volume in mice bearing MDA-MB-231 xenografts treated with 25 mg/kg apigenin or vehicle for 28 days. Mean ± SEM, *n* = 12. Statistical significance was evaluated by two-way ANOVA. **B** Representative tumors at day 28. **C** Tumor sections were stained by immunohistochemistry using anti-Ki67 antibodies. Ki67 index was calculated using the formula Ki67-positive cells/Total cells. **D** Tumor sections were stained by TUNEL. TUNEL-positive cells were counted and represented as counts per field (cpf). Mean ± SEM, *n* = 12 and statistical significance was evaluated by two-tailed *t*-test (**C**, **D**). **E**–**H** Total RNA was isolated from tumors and the AS of key genes involved in cell death was evaluated by isoform-specific PCR and agarose gel electrophoresis. Bar plots represent the Mean ± SEM of the PSI of the isoform indicated in red. Mean ± SEM, *n* = 5. Statistical significance was evaluated by two-tailed *t*-test.

To evaluate whether apigenin affected dysregulated TNBC-induced AS events in vivo, we compared the AS patterns of *CFLAR, MAP3K7, BAX,* and *CCNL2* in MDA-MB-231-derived xenografts treated with apigenin or the vehicle control. We found that apigenin significantly reduced pro-survival ASI *CFLAR*_*S*_ and *MAP3K7-A* (Fig. 6E, F). In addition, apigenin increased pro-apoptotic ASI *BAX*_*L*_ and *CCNL2* (Fig. 6G, H). These results show that apigenin can switch the ASI of genes involved in cell death programs in vivo underscoring the anti-carcinogenic mechanisms of this flavonoid.

## Discussion

The high aggressiveness and resistance of TNBC contribute to poor clinical outcomes. TNBC transcriptome landscapes have a myriad of AS changes, characterized by an increase in aberrant TNBC-associated ASI that favors proteins involved in promoting tumor growth and resistance to cell death [30]. These observations underscore the possibility of using approaches that reprogram AS circuits to improve TNBC outcomes. The use of natural compounds, including flavonoids, to induce cancer cell apoptosis or increase sensitization to anti-cancer drugs is attracting significant attention. Flavones, including apigenin, modulate AS on a gene-by-gene basis [10, 37–39]. However, the effects of natural compounds on reprogramming transcriptomes remain poorly understood. Here, we showed that the dietary nutraceutical apigenin induces global reprogramming of TNBC-associated AS, increasing isoforms associated with cell death. These effects were not observed in non-tumor breast epithelial cells, indicating the specificity of apigenin in switching ASI in TNBC (Fig. 4). Of significant physiological relevance, our results show that apigenin reprograms AS in vivo and reduces tumor growth (Fig. 6).

We previously showed that apigenin associates with RBPs, such as hnRNPA2, MSI2, and CELF1 [10]. Our results show that apigenin preferentially modulates the AS of hnRNPA2, MSI2, and CELF1 substrates (Fig. 3A). This is consistent with our findings that apigenin directly interacts with these RBPs as revealed in the screening of the human BC phage display peptide library (PD-Seq) [10]. In agreement with our findings, hnRNPA2, but not MSI2 and CELF1, was found as an apigenin-interacting protein in USO2 cells [37]. Additionally, apigenin interacts with splicing factor 3 C subunit B1 (SF3B1), a core subunit of the spliceosome, in USO2 cells [37]. These findings suggest that RBPs may exert cell type-specific activities. Together, the ability of apigenin to associate with hnRNPs and core spliceosome subunits suggests its potential to induce widespread AS modulation. Interestingly, the ΔPSI magnitude was significantly different only in hnRNPA2 substrates (Fig. 3B–D). Pathway analyses of the hnRNPA2 substrates affected by apigenin through AS revealed that the majority of the changes correspond to molecules involved in cell death and survival (Fig. 3E). Future studies assessing the contributions of these RBPs are warranted to further dissect how apigenin modulates cancer-specific AS circuitry and proteome. Notably, other flavones, including luteolin, biapigenin, hinokiflavone, and biflavone isoginkgetin, have been recognized as spliceosome inhibitors [40–42]. Altogether, these results support the ability of flavones to modulate AS and provide potential therapeutic options for TNBC treatment.

Our analysis of TNBC patient-derived RNA-seq data showed a significant increase in AS compared to non-tumor tissues (Fig. 5). Our results are consistent with other studies showing that a large fraction of AS events is dysregulated in BC [30, 43]. Our analyses revealed the ability of apigenin to reprogram the aberrant ASI found in the transcriptomes of TNBC patients to those found in non-tumor breast tissues (Fig. 5). RI was the most significantly enriched mRNA processing pattern affected by apigenin (Fig. 2E). In agreement with previous studies, we observed that the retention of introns was significantly enriched compared to intron exclusion in TNBC (Fig. 5B, C) [30], highlighting the relevance of this category in the pathogenesis of TNBC. Paradoxically, although intron retention is pervasively observed in most cancers, breast cancer usually displays low levels of intron retention compared to other cancers (Fig. 5B) [33]. Nevertheless, we observed that apigenin significantly targeted aberrant RI events in TNBC (Fig. 5F). RI typically results in the introduction of premature stop codons that trigger nonsense-mediated mRNA decay (NMD), inhibiting the protein synthesis of the affected mRNA [34, 44]. Alternatively, RI induces the expression of truncated peptides or proteins with extra domains, which can alter the function of canonical proteins or trigger protein turnover [34, 44].

We also showed that apigenin reprograms TNBC-dysregulated AS in vivo (Fig. 6), which was not observed in non-tumor breast epithelial cells (Fig. 4). Given that apigenin induces substantial death in TNBC cells but not in non-tumor breast epithelial cells (Fig. 1), we propose that reprogramming offers unique opportunities to overcome resistance. Supporting this hypothesis, we recently reported that apigenin sensitizes TNBC spheroids to doxorubicin-induced apoptosis [7]. Moreover, apigenin specifically sensitizes primary human lung epithelial cells isolated from human adenocarcinomas to TRAIL-induced apoptosis, without affecting matched non-tumor lung epithelial cells [9]. Additionally, apigenin is a sensitizer to immuno-therapies [45–47]. These results are impactful considering that aberrant cancer-associated AS affects 65% of the changes in the proteome [14], providing a rationale for the potential clinical relevance of apigenin in TNBC. Future studies comparing genome-wide AS perturbations triggered by nutraceuticals such as apigenin and anti-cancer compounds may reveal mechanisms offering opportunities for combinational therapies.

In conclusion, our findings reveal the impact of apigenin on the transcriptome of TNBC, providing novel mechanistic insights into the anti-proliferative and pro-apoptotic activities of this nutraceutical through transcriptome reprogramming. These findings suggest that transcriptome reprogramming triggered by apigenin may result in therapeutic vulnerability of cancer cells, which could present targeted therapeutic opportunities for TNBC.

### Supplementary information

Supplementary Material Methods

Fig. Supplementary 1

Fig. Supplementary 2

Fig. Supplementary 3

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

## Data Availability

The data generated in this study are publicly available in the GEO repository under the accession number GSE242297 and its Supplementary data files.

## Code availability

R packages and scripts used to analyze the data presented in this manuscript will be shared upon request.

# Supplementary material for: Transcriptome reprogramming through alternative splicing triggered by apigenin drives cell death in triple-negative breast cancer
**Source:** Cell Death Dis. 2023 Dec 13;14(12):824. doi: 10.1038/s41419-023-06342-6
**Supplement:** Supplementary file 1 — Supplementary Material Methods

**Supplementary Methods**

**Cell cycle analyses and proliferation**

Cell viability was determined by MTS assays using the CellTiter 96 Aqueous One Solution (Promega, Madison, Cat. #: G3582) using 6,000 cells and following the manufacturer’s instructions. For cell cycle analyses, cells were trypsinized, centrifuged, rinsed with PBS, and fixed in 70% ethanol. Fixed cells were rinsed twice with PBS and stained with 50 µg/ml propidium iodide (PI, Sigma-Aldrich, Cat. #: P4864) containing 0.2 mg/ml DNAse-free RNAse (Roche, Indianapolis, Cat. #: 11119915001) for 30 min at room temperature (RT). Cells were then analyzed by FACS using the BD Cell Quest Pro software (BD biosciences, San Jose, CA).

**Caspase-3 activity and apoptosis assays**

Caspase-3 activity was determined in cell lysates by DEVD-AFC assays (EMD Millipore, Cat. # 264150) as previously described^5^. Cell death was assessed by staining 60 cells/μl with 1 μg/ml calcein AM (ThermoFisher Scientific, Cat. #: C1430), as previously described^5^. The percentage of apoptotic cells was calculated as the number of cells stained with PI (red) plus cells stained with calcein AM and PI (green+red) divided by the total number of cells.

**Immunohistochemistry and TUNEL assays**

Proliferation in tissue sections was assessed by immunohistochemistry (IHC). Briefly, tumors were fixed in 10% buffered formalin, paraffin-embedded, longitudinally sectioned, and mounted onto glass slides. Tissue slides were deparaffinized in xylene and rehydrated in a series of 100%/95%/70% ethanol solutions before staining followed by antigen retrieval with 10 mM citrate buffer, pH 6 for 20 min at 125^o^C in a pressure cooker. Slides were washed twice with dH_2_O, incubated with 3% H_2_O_2_ in PBS for 15 min, and incubated in blocking solution containing 2% isotype control serum, 0.1% Tween-20 and 1% BSA in PBS for 1 h at RT. Slides were stained with mouse rabbit anti-Ki67 (Clone SP6 1:200, ThermoFisher Scientific, Cat. **#: MA5-14520, RRID: AB_10979488**) for 2 h at RT in a humidified chamber, rinsed 3 times in PBS followed by incubation with secondary biotin-conjugated antibodies (1:250, Vector Laboratories, provided with the Kit, Cat. #: PK-4002) for 30 min at RT and developed using the Vectastain ABC kit according to manufacturer’s instructions (Vector Laboratories, Cat. #: PK-4002). Slides were counter-stained with Hematoxylin (BBC Biochemicals), visualized under the light microscope, and blind counted using ImageJ. Ki67 index was calculated as the number of cells stained with Ki67 divided by the total number of cells in 25 random fields at 100X. Apoptosis was evaluated in tissue sections using the Terminal Uridine Nick-End Labeling (TUNEL) according to the manufacturer’s instructions (EMD Millipore, Cat. #: S7100). TUNEL-positive cells were scored in 25 random fields at 40X in a blinded manner and represented as counts per field (cpf).

**RNA extraction**

Total RNA was isolated from three independent biological replicates of MDA-MB-231 cells treated with 50 μM apigenin or diluent DMSO for 48 h by the Trizol method according to the manufacturer’s suggestions (ThermoFisher Scientific, Cat. #: 15596026), followed by 1U DNAse-I treatment (ThermoFisher Scientific, Cat. #: 18047019). For RNAseq analyses, RNA quality was evaluated by the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) and samples with RNA integrity number higher than 8.5 were used.

**AS analyses by isoform-specific RT-PCR**

Isolated RNA was reverse transcribed to cDNA and analyzed by RT-PCR and agarose gel electrophoresis as previously described^10^. 

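The RT-PCR assays of MAP3K7, BAX and CCNL2 were placed on the GRCh37 sequence and on GENCODE release 44 transcripts by exact matches of both primers. MAP3K7 encodes TAK1, a kinase of the NF-κB and stress pathways. Its primers AGTGAATCTGGACGTTTAAGC and AGTCAAGTCTTGGATGGATCTA lie on chromosome 6 between 91246080 and 91257106, on either side of a coding exon of 81 nt from 91254271 to 91254351 on the minus strand. The exon reads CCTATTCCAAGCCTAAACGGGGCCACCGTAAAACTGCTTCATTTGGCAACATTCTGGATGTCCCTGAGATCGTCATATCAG and keeps the reading frame. The pair gives a product of 171 bp from 12 transcripts without the exon, 5 of them protein-coding and 4 classed as targets of nonsense-mediated mRNA decay. A product of 252 bp comes from 7 transcripts with the exon, 2 of them protein-coding and 5 classed as such targets. In addition, 1 transcript with a retained intron, which also holds the exon, gives 330 bp. In the paper's RNA-seq table, the ΔPSI of this exon was 0.70, 0.72 and 0.64 in the 3 replicate pairs, a mean of 0.687 ± 0.0416 (SD, n = 3 pairs).

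BAX encodes a pro-apoptotic protein of the outer mitochondrial membrane. Its primers GAGAGGTCTTTTTCCGAGTGG and GGAGGAAGTCCAATGTCCAG lie on chromosome 19 between 49459487 and 49464130. Between them lies an exon of 98 nt from 49463496 to 49463593, annotated in 1 transcript, BAX-204, which is classed as a target of nonsense-mediated mRNA decay (NMD). The exon opens with GCTGGCGTGAAATGGCGTGA, ends with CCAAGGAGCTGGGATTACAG and is not a multiple of 3 in length. The products are 168 bp in 9 transcripts without it, 6 of them protein-coding, and 266 bp in BAX-204. The paper's table gives this exon a ΔPSI of 0.11, 0.09 and 0.20 in the 3 pairs (mean 0.133 ± 0.0586, SD, n = 3 pairs). A coding exon of 52 nt from 49458805 to 49458856, the other skipped exon of BAX in the table, lies outside the primers and had a ΔPSI of -0.17, -0.20 and -0.18 (mean -0.183 ± 0.0153, SD, n = 3 pairs).

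**Figure D1:**
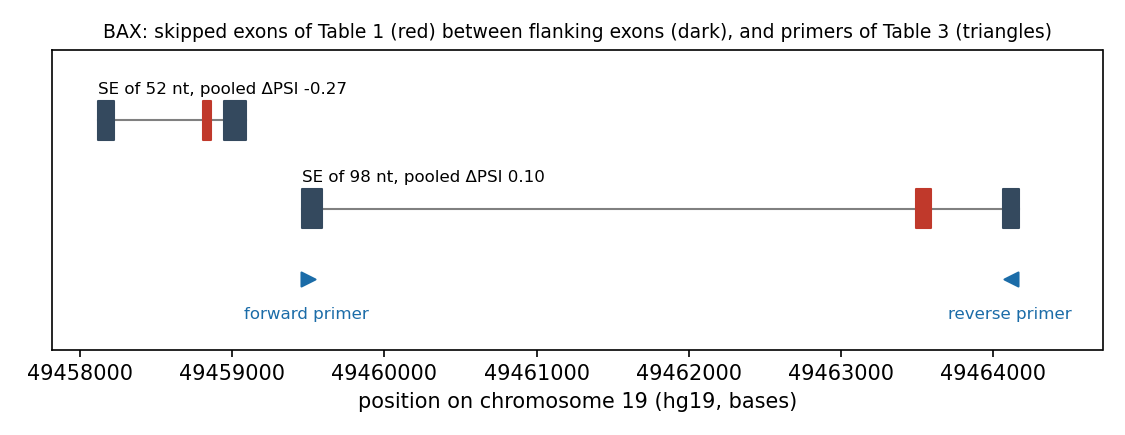
Skipped exons of BAX and the RT-PCR primers along chromosome 19 (hg19, positions in bases). Red boxes are the skipped exons of 52 and 98 nt, dark boxes their flanking exons, lines the introns, and blue triangles the places of the primers; the exon of 98 nt (pooled ΔPSI 0.10) lies between the primers and the exon of 52 nt (pooled ΔPSI -0.27) does not.

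CCNL2 encodes cyclin L2, a regulator of splicing. Its primers AGCCCGTGCCTCTACTACTG and AAGAAACCAATGGGGACGAT lie on chromosome 1 between 1325911 and 1330892. Among the events that they enclose is a retained intron of 1214 nt from 1326956 to 1328169 on the minus strand, which opens with GTAAGTGACTAAGACTTCTC and ends with CTATGAATGTTCATTTTAAG. Products of 317, 331, 442, 1041 and 2255 bp were found, each in 1 transcript, and that of 317 bp comes from a protein-coding transcript. Exactly this intron is spliced out in 1 annotated transcript, CCNL2-212, an NMD target with the product of 1041 bp. The ΔPSI of the intron in the paper's table was -0.65, -0.53 and -0.49 in the 3 pairs (mean -0.557 ± 0.0833, SD, n = 3 pairs). All 4 events changed in the same direction in every pair, as the paper's selection of events requires. Their Bayes factors were at least 20 in each pair except for the BAX exon of 52 nt, which had 2.79 in pair 3.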

The primers used are listed in Supplementary Table S3. PCR products were resolved on 1% agarose gels, bands were quantified by densitometry, and ΔPSI was calculated as 100*(Density of isoform X)/ (Density of the sum of all different isoforms).

**Enrichment of molecular functions**

The molecular and cellular functional enrichment analysis was performed using Ingenuity Pathway Analysis (IPA, QIAGEN Inc., [Ingenuity Pathway Analysis | QIAGEN Digital Insights](https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/)). Statistical analyses were performed with the Benjamini-Hochberg correction testing with a *p*-value threshold of 0.05.

**Supplementary Figures**

**Supplementary Fig. S1**. **RNA-seq quality controls. A.** Description of reads and alignments. **B.** Hierarchical clustering and pairwise distances between the apigenin and DMSO-treated samples. **C.** Scatterplot matrix shows the distribution and correlation between samples and replicates.

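The samples behind these reads are MDA-MB-231 cells, a human TNBC line of the mesenchymal type, kept for 48 h with 50 μM apigenin, a plant flavone, or with the diluent DMSO (apigenin at 0 μM). Each group held 3 samples. By the numbers of Supplementary Fig. 1A, the DMSO samples had 40974335 to 43256467 aligned reads (median 41456058) and the apigenin samples 34334866 to 41542356 (median 35583602). The samples numbered replicate 1 in both groups together held 32.7% of all aligned reads, those of replicate 2 held 32.3% and those of replicate 3 held 35.0%. The paper aligned the reads to hg19 with TopHat and estimated splicing with MISO, which assigns reads to the alternative forms of an event and returns the Percentage of Spliced Index (PSI) of the form that holds the exon or intron. ΔPSI is the PSI of apigenin minus that of DMSO, and the Bayes factor weighs a change of PSI against no change. Both were computed by the paper for the pooled samples and for each of the 3 replicate pairs, a pair being the DMSO and the apigenin sample with the same number. The paper kept events with a pooled Bayes factor of at least 20 and the same direction of ΔPSI in each pair. The reads behind a single event are not given in the tables used here, so no counting interval can be set on a ΔPSI, and the error of a ΔPSI is given as the SD of the 3 pairs. Mean values of the pairs, the tallies with their tests and all positions on the genome were computed from the paper's tables and the GRCh37 sequence, the same assembly as hg19.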

**Supplementary Fig. S2. 

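Among the events that the paper called in MDA-MB-231 cells, excluded ones outnumbered included ones in RI, SE, A5SS and A3SS, most of all in RI. Of 391 RI events in the paper's Table 1, 327 were excluded in apigenin, meaning that the intron was spliced out more often, and 64 were included. This is 83.6% excluded (exact 95% binomial interval 79.6 to 87.2%). Of 1029 SE events, 636 were excluded, with the exon skipped more often, and 393 included, 61.8% excluded (58.8 to 64.8%); an exon can stand in several events. A5SS events divided into 101 excluded and 60 included (62.7%, 54.8 to 70.2%) and A3SS events into 77 and 59 (56.6%, 47.9 to 65.1%). MXE events went the other way, with 62 excluded and 92 included (40.3%, 32.4 to 48.5%), where exclusion refers to the exon that the annotation counts as included. In a two-sided exact binomial test against an even split, adjusted by Benjamini-Hochberg over the 5 classes, the adjusted p was 6.54e-43 for RI, 8.71e-14 for SE, 0.00256 for A5SS, 0.0239 for MXE and 0.145 for A3SS. The intervals and p-values treat events as independent, although several can lie in one gene. The even split is a reference only. An exon or intron almost always included can only fall, and starting levels are not in the tables used here. When a Bayes factor of at least 20 was also required in each replicate pair, RI stayed at 80.2% excluded, while A5SS no longer passed (55.1%, adjusted p = 0.784) and MXE and A3SS crossed the even split, to 51.6% and 48.1% excluded (adjusted p = 0.901 for both, by the same exact test).

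The median pooled ΔPSI was -0.25 for excluded and 0.235 for included introns, and -0.32 and 0.21 for excluded and included exons of SE events. In the 3 replicate pairs, the median was -0.25, -0.15 and -0.23 for excluded introns, 0.235, 0.15 and 0.145 for included introns, -0.32, -0.24 and -0.20 for excluded exons and 0.21, 0.17 and 0.20 for included exons. On the genome, 389 of the 391 introns lie on the chromosomes of GRCh37, and 382 of these open with GT and end with AG, the usual ends of an intron. From the greater number of events with a negative ΔPSI, the paper concludes that apigenin induced more exclusions than inclusions, most evident in RI events.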

Validation of AS events affected by apigenin in MDA-MB-231 cells.** **A.** The AS events were segregated as excluded (blue) or included (yellow) in apigenin (Api) as compared to DMSO. 

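The Bayes factors of Table 1 differ between the replicate pairs behind each event. Of the 1998 events held here, the first of the 2409 rows of the table, all had the same sign of ΔPSI in the pooled samples and in the 3 pairs, as the selection requires. The lowest pooled Bayes factor was 19.7, and 632 events stood at the highest value that the table gives. In 886 events (44.3%) the Bayes factor was at least 20 in each pair, and in 140 events in none of the pairs. The events include small changes with large Bayes factors. In RPL4, a ribosomal protein gene, an intron of 307 nt had a ΔPSI of 0.02, 0.02 and 0.03 in the 3 pairs, and its Bayes factor was at the highest value in each. In MAP3K7, the exon of 81 nt had a pooled ΔPSI of 0.68 and a Bayes factor of 151 in pair 3. Over all events held, the median size of the pooled ΔPSI was 0.27, and 373 events (18.7%) changed by at most 0.10. These sizes reflect mostly replicate pair 1, which lay closest to the pooled value in 90.8% of the 1696 events with a single closest pair.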

Statistical significance was evaluated by Chi-square test with Bonferroni correction. **B.** Volcano plot of isoform-centric events depicts the percentage of spliced isoform (PSI) and the Log_2_ of the Bayesian factor. Changes with Bayes factor ≥ 20 are color-coded. **C.** AS events were validated by RT-PCR and gel electrophoresis. Data represent mean ± SEM, n=3. Statistical significance was evaluated by Two-tail Students’ *t*-test. **D.** Correlation of the ΔPSI values determined by RNA-seq *vs.* the ΔPSI values obtained by RT-PCR.

**Supplementary Fig. S3. Evaluation of AS events affected by apigenin in TNBC cell lines.**

**A.** AS events in mesenchymal BT-549 and basal-like MDA-MB-468 TNBC cell lines were evaluated by RT-PCR and gel electrophoresis. Data represent mean ± SEM, n=3. Statistical significance was evaluated by Two-tail Students’ *t*-test.

**Supplementary Tables**

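Splicing changed in many genes that themselves act in splicing. The gene lists used here were fixed before the deposited data were examined, but the paper's splicing tables had been seen in part. Over all genes, 83.6% of RI, 61.8% of SE, 62.7% of A5SS, 56.6% of A3SS and 40.3% of MXE events were excluded. More excluded than included events in a list therefore do not by themselves set it apart. Of 25 hnRNP genes, 13 held events of the 5 complete classes (SE, RI, A5SS, A3SS and MXE), with 21 excluded and 12 included. HNRNPDL, an hnRNP D relative, held both directions: an exon of 105 nt was included (mean ΔPSI of the pairs 0.517 ± 0.0115, SD, n = 3 pairs) and a coding exon of 171 nt was excluded (-0.453 ± 0.203). In HNRNPH1 a coding exon of 179 nt was excluded (-0.483 ± 0.0737). Of 16 SR and SR-like splicing factor genes, 6 held 4 excluded and 9 included events, among them an exon of 104 nt in SRSF2 (0.277 ± 0.0252), an A5SS event in SRSF1 (-0.503 ± 0.0808) and a retained intron in TRA2A (-0.443 ± 0.0764). Of 36 other regulators of splicing, 17 held 18 excluded and 13 included events. The largest changes here were an A3SS event of QKI (0.823 ± 0.0208), an MXE event of TARDBP (0.710 ± 0.07) and a retained intron of 147 nt in RBM3, a cold-inducible RNA-binding protein (-0.577 ± 0.0757). Of 32 core spliceosome genes, 5 held 5 excluded events and 1 included event, such as a coding exon of PRPF8 (-0.287 ± 0.0306).

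Among genes of cell death, 3 of 29 pro-apoptotic genes held 4 excluded and 2 included events, in BAX, BCL2L11 and PMAIP1, where an exon of 151 nt was included (0.183 ± 0.0208). Of 15 anti-apoptotic genes, 3 held 5 excluded and 2 included events. In BCL2L1, which encodes BCL-X, an A3SS event had a mean ΔPSI of 0.207 ± 0.0153 and an A5SS event -0.0767 ± 0.0208. Of 76 ribosomal protein genes, 17 held 18 excluded and 8 included events, such as an A5SS event of RPL30 (-0.440 ± 0.128). In cholesterol synthesis, 8 of 24 genes held 8 excluded and 4 included events, with an exon of 170 nt excluded in LSS (-0.407 ± 0.0635) and an intron of 605 nt retained more in IDI1 (0.290 ± 0.01). Of 20 genes of glycolysis and HIF1 targets, 7 held 9 excluded events and 2 included ones, and in NDRG1 an exon of 36 nt was excluded (-0.443 ± 0.133). Host genes of small nucleolar RNAs held 6 excluded events and 1 included event in 3 of 12 genes, the largest in SNHG15 (-0.740 ± 0.052). Of 20 mesenchymal genes, 5 held 4 excluded and 14 included events, the excluded ones in 3 genes and the included ones in 2, with an A3SS event of 0.597 ± 0.085 in CD44. No event of the 5 classes was listed for the genes of aryl hydrocarbon receptor targets, NF-κB and inflammatory cytokines, heat shock, luminal, basal or immune cell markers, the mitochondrial genome or histones. This is no evidence of unchanged splicing, since whether any event of these genes could be tested is not known here. The remaining lists held 6 events or fewer each. These are G1/S genes (3 excluded, 2 included), G2 and mitosis genes (5 and 1), p53 targets (0 and 2), NMD factors (1 and 1), ATF4 targets (3 and 1), ER chaperones (1 and 1), NRF2 targets (2 and 3), interferon-stimulated genes (1 and 0), lysosomal genes (2 and 1) and immediate early genes (4 and 0).

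The counts are the paper's calls. The 5 classes are complete in the part of the table held, with 1871 events in 1178 genes, whereas 127 AFE events are held only in part and ALE events were not used here. No list was tested for enrichment, since genes differ in the number of events that could be tested. Of the 20 genes that the paper names, 8 held 18 events. Events named from the lists are those with the largest changes past a Bayes factor of 20 in each pair, a rule set after the table had been seen. In CELF1, an exon of 152 nt had a ΔPSI of -0.37, -0.15 and -0.27 and passed a Bayes factor of 20 in 1 pair only.

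**Figure D2:**
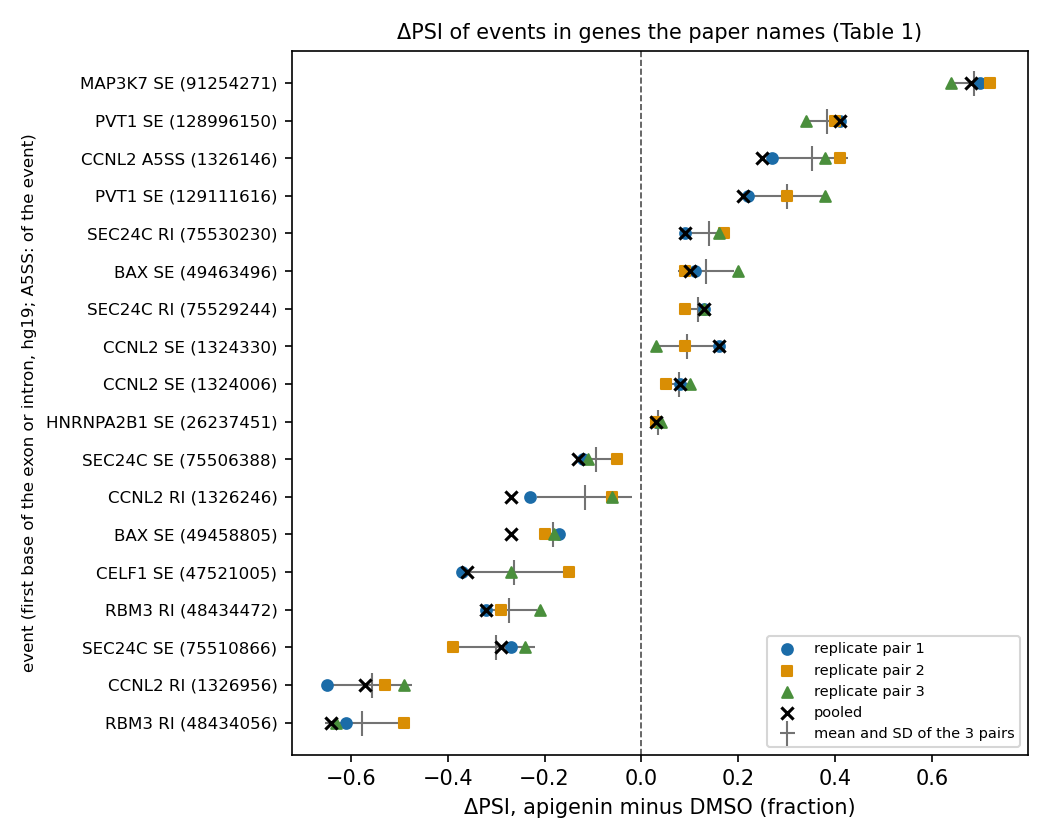
ΔPSI (apigenin minus DMSO, horizontal axis, as a fraction) of 18 events in the genes that the paper names, each on a line of its own with the first base of its exon or intron. Circles, squares and triangles are the 3 replicate pairs, crosses the pooled samples, and gray bars the mean and SD of the pairs; MAP3K7 lies farthest to the right (mean 0.687) and the RBM3 intron of 147 nt farthest to the left (mean -0.577).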

**Supplementary Table 1.** List of AS events significantly affected by apigenin in MDA-MB-231 cells.

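Isoform-centric values describe whole transcripts, where ΔPSI is the change in the share of one transcript among those of its gene. The part of Table 2 held here is the first 1445 of 5362 rows, from 1366 genes, and holds only transcripts whose share rose with apigenin, by 0.10 or more in the pooled samples. Their Bayes factor was at least 20 in each replicate pair for 828 transcripts (57.3%). Among the largest rises by the mean of the pairs were those in HOOK2 (0.757 ± 0.0252, SD, n = 3 pairs), SELPLG (0.690 ± 0.0557) and MAP3K7 (0.687 ± 0.0153). For MAP3K7 the ΔPSI of the transcript was 0.70, 0.67 and 0.69 in the 3 pairs, next to 0.70, 0.72 and 0.64 for its exon of 81 nt in the exon-centric table. Transcripts of ASNS (asparagine synthetase; 0.22, 0.19 and 0.27), CCNL2 (0.21, 0.18 and 0.25) and AMBRA1, an autophagy regulator (0.12, 0.08 and 0.09), rose in each pair. So did all 1445 transcripts held, since the paper selected on the same direction in each pair. Transcripts whose share fell are in the part of the table not used here.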

**Supplementary Table 2.** List of mRNA isoforms significantly affected by apigenin in MDA-MB-231 cells.

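The other primer pairs of the table were placed in the same way, over 11 pairs in all, and each primer matched its gene at a single site. In RBM3, on the X chromosome, the primers lie between 48433559 and 48434749 and enclose both retained introns of the gene, from 48434056 to 48434202 and from 48434472 to 48434701. Their pooled ΔPSI in the paper's table was -0.64 and -0.32. The products run from 161 to 684 bp, and that of 268 bp comes from 2 protein-coding transcripts. In SEC24C, a gene of vesicle coats on chromosome 10, the primers enclose the intron from 75530230 to 75530466. The product is 183 bp when the intron of 237 nt is spliced out and 420 bp when it is kept, and the ΔPSI was 0.09, 0.17 and 0.16 in the 3 replicate pairs. In the long noncoding RNA PVT1, on chromosome 8, the pair encloses an exon of 204 nt from 129111616 to 129111819, with products of 183 bp from 97 transcripts and 387 bp from 8 transcripts. This exon was included (0.30 ± 0.08, SD, n = 3 pairs).

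AMBRA1 gives products of 476 bp from 2 transcripts and 746 bp from 4, and DIABLO, which encodes a mitochondrial protein that counters inhibitors of apoptosis, gives 9 products from 337 to 1818 bp. The CFLAR pairs are specific for one form each. That of the long form gives 501 bp from 5 transcripts between 202025238 and 202028630 on chromosome 2, and that of the short form gives 302 bp from 2 transcripts. The ASNS primers lie in one exon and give 61 bp from 3 transcripts.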

**Supplementary Table 3.** List of primers used for isoform-specific RT-PCR.

**Supplementary Table 4.** List of RBP substrates affected by apigenin.

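A substrate here is a gene whose RNA was bound by the protein in CLIP-seq experiments of other studies and whose splicing was affected by apigenin. Table 4 is complete in the copy used, with 1378 rows. It names 351 genes for hnRNPA2 and has a list each for MSI2, a Musashi protein that binds mRNA, and CELF1, a regulator of splicing and mRNA decay. Of 1203 genes in any of the lists, 1037 were in 1 list only. The genes APLP2, BCL2L2, CD44, CELF1, DDX3X, HIPK3, NR3C1, PMAIP1 and S100A4 were in all 3. MSI2 and hnRNPA2 shared 88 genes, where independent lists of these sizes among the 3761 affected genes that the paper counts would share 66.6 (odds ratio 1.49, adjusted p = 0.00989 from Fisher's exact test). By the same exact test, CELF1 shared 34 genes with hnRNPA2 (29.2 for independent lists, adjusted p = 0.468) and 62 with MSI2 (59.4, adjusted p = 0.707). The tests were two-sided and adjusted by Benjamini-Hochberg over the 3 pairs of lists.

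The substrates were matched to the events of the 5 complete classes of Table 1. Of the hnRNPA2 substrates, 144 genes held 282 events, 147 excluded and 135 included. The MSI2 substrates held 206 excluded and 156 included events in 221 genes, and the CELF1 substrates 96 excluded and 71 included in 96 genes. Among retained introns, 28 of 42 were excluded in hnRNPA2 substrates, 20 of 31 in MSI2 substrates and 25 of 32 in CELF1 substrates. Over all genes, 327 of 391 retained introns were excluded (83.6%), a larger share than in each of these lists. Differences between the proteins, or from all genes, were not tested. Of the genes assayed by RT-PCR, ASNS, BAX and MAP3K7 are CELF1 substrates, RBM3 is an MSI2 substrate, AMBRA1 an hnRNPA2 substrate, and SEC24C is named for both CELF1 and hnRNPA2.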

**Supplementary Table 5.** List of cancer drivers, oncogenes, and tumor suppressors.

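The table joins gene lists of other studies. Cancer drivers are genes whose mutations are selected in tumors, oncogenes promote tumor growth when activated, and tumor suppressor genes restrain it. The lists carry no measurement of these cells and serve as reference sets for the hypergeometric test of Fig. 4A, which asks whether genes with changed splicing fall into a set more often than genes drawn at random. The copy used here holds the first 1996 of 3251 rows, with 906 symbols of cancer drivers, 1633 of oncogenes and 1300 of tumor suppressor genes, so the overlap with the spliced genes was not computed.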

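The exon-centric part held here, from the first 1997 of 3019 rows, lists 1003 events in 557 genes of cell death and survival, 595 excluded and 408 included. The pooled ΔPSI ran from -0.84, an ALE event of the deubiquitinase gene OTUB2, to 0.93, an MXE event of the noncoding RNA CYTOR. Of 143 RI events, 122 were excluded and 21 included, and of 466 SE events, 286 were excluded and 180 included. A5SS events divided into 37 excluded and 29 included, A3SS events into 24 and 26, MXE events into 35 and 57, AFE events into 60 and 70 and ALE events into 31 and 25. Other large changes were exons of SNRPA1, a protein of the U2 particle of the spliceosome (-0.76), and PPP2R5C, a subunit of protein phosphatase 2A (0.76), an AFE event of NFE2L2, which encodes NRF2 (-0.74), and an A5SS event of LIPA, the lysosomal acid lipase (0.78). These genes were named for the size of their change after the table had been seen. The isoform-centric part held, of 994 rows, lists a transcript of MAP3K7 at -0.67, of ASNS at -0.39 and of CFLAR at -0.23. All are pooled values of the paper, given here without the pairs. In Table 1 the pooled ΔPSI mostly lies closest to replicate pair 1, so other pairs can change less. The SNRPA1 exon had -0.77, -0.70 and -0.45 in the 3 pairs (mean -0.640 ± 0.168, SD, n = 3 pairs). A star marks 3 events, the MAP3K7 exon of 81 nt, the CCNL2 intron of 1214 nt and the BAX exon of 52 nt.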

**Supplementary Table 6.** List of AS events involved in cell death and survival affected by apigenin.

**Supplementary Table 7.** List of AS events significantly dysregulated in human TNBC patients.

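These events compare tumors of patients with TNBC with non-tumor breast tissue, in RNA-seq data of other studies that the paper analyzed with MISO, and they are given here pooled over the patients as in the table. ΔPSI is positive where the exon or intron is included more in tumors. The copy used here holds the first 1998 of 3567 rows. In it, AFE events divide into 225 excluded and 568 included, ALE events into 144 and 291, MXE events into 77 and 99, A5SS events into 135 and 103 and A3SS events into 247 and 109. No RI or SE event is among the rows held, although the paper found its highest ratio of inclusion to exclusion in RI events. Which of the classes counted here are complete in the copy is not known, so the counts describe the part held and no test was run on them.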

# Supplementary material for: Transcriptome reprogramming through alternative splicing triggered by apigenin drives cell death in triple-negative breast cancer
**Source:** Cell Death Dis. 2023 Dec 13;14(12):824. doi: 10.1038/s41419-023-06342-6

Supplementary Fig. 1

A

Sample Treatment	Total Reads	Total Aligned Reads	% Alignment
DMSO-1	48,066,452	43,256,467	98.75%
DMSO-2	45,786,382	40,974,335	98.70%
DMSO-3	48,116,463	41,456,058	98.59%
Apigenin-1	39,253,608	34,334,866	98.15%
Apigenin-2	40,472,211	35,583,602	98.26%
Apigenin-3	48,130,199	41,542,356	98.16%

B

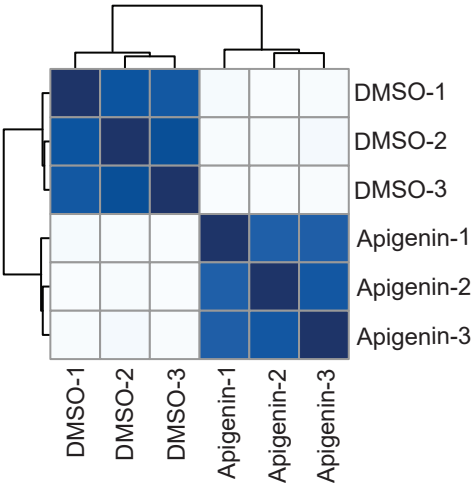

C

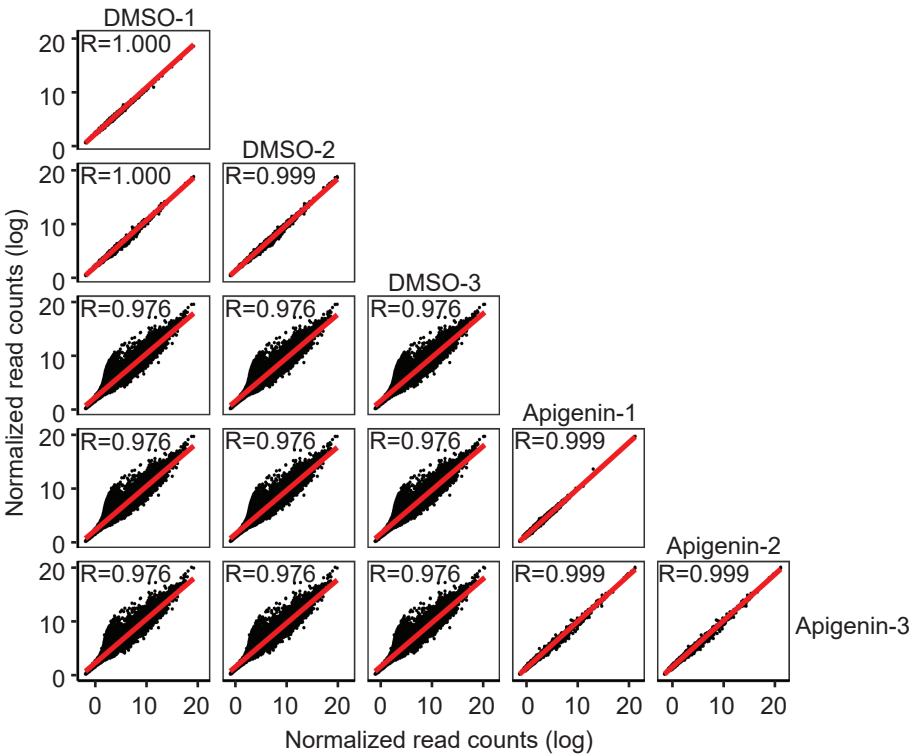

**Supplement:** Supplementary file 2 — Fig. Supplementary 1

How the deposited data were processed for this re-analysis (not part of the article)

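RNA of MDA-MB-231 cells after 48 h with 50 μM apigenin or with DMSO was sequenced, 3 samples per group. By the submitters' processing notes, the authors processed reads with CASAVA 1.8.2, TopHat 1.4.1, HTSeq 0.11.0 and R 3.6. The authors also deposited a table of coverage, FPKM and TPM per gene, whose 18 value columns stand under 6 codes. None of these columns was used, because no code matches a sample label or a sample name in the sources used here, and columns cannot be given to samples by their order or values. The tests of gene levels, gene lists and isoform shares that had been set for this table before the data were examined were therefore not run.

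All values of splicing come from the paper's supplementary tables. The authors estimated PSI with MISO, as a fraction from 0 to 1, for the pooled samples and for each of the 3 replicate pairs, and listed the change in PSI with a Bayes factor. The copies of Tables 1, 2, 5, 6 and 7 used here are shortened, and that of Table 4 is complete. In Table 1 the classes SE, RI, A5SS, A3SS and MXE are complete, since their counts match those printed in Fig. 2B, and tests across events were run on these 5 classes only. No overlap or enrichment was tested on a shortened table. One transcript among the largest rises in Table 2 is not reported here.

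For each event named in the text, the mean and SD of the 3 pairs were computed. The reads behind an event are not in the tables, so the precision of a single PSI is unknown. The reads per sample in Supplementary Fig. 1A give the depth of the libraries. Excluded and included events were counted per class and compared with an even split by a two-sided exact binomial test, with exact 95% intervals and Benjamini-Hochberg adjustment over the 5 classes. Shares of excluded and included events were compared by Fisher's exact test, and medians by a two-sided permutation test with 100000 resamples, whose smallest p is 2e-05. The 95% interval of a median ratio was taken from order statistics. An adjusted p under 0.05 was called. Events are not replicates, and several can share a gene, so these p-values describe the list of events and not the spread between cultures.

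Introns, exons and primers were placed on the GRCh37 sequence and the GENCODE release 44 annotation lifted to it, which is the assembly of hg19. A skipped exon was called coding when exactly that exon is coding in a protein-coding transcript. The next classes in order were exons partly coding, exons in UTRs of protein-coding transcripts, exons in NMD but no protein-coding transcripts, and exons of other RNA. Those in NMD but no protein-coding transcripts are called found only in NMD transcripts. Each class asks for exactly the same exon ends. Other noncoding transcripts may therefore hold an exon of the NMD class, and a coding exon with another end may overlap it. Primer products were computed from exact matches in annotated transcripts. The tests of tallies and medians, the fit of pooled to paired values and the primer products were tested on simulated data. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.

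The gene lists were fixed before the deposited table was examined, when the paper's splicing tables had already been seen in part. The same holds for 2 alternatives for the events. These were a Bayes factor of at least 20 in each pair and 1 event per gene, the one with the largest pooled Bayes factor. The rule for genes to name had been written for gene levels. For events it became the 2 genes with the largest excluded and the 2 with the largest included change within each list, among events past a Bayes factor of 20 in each pair, and every event of a gene that the paper names. This rule was written after the tables had been seen. A further 4 alternatives were also added then: leaving out each replicate pair in turn, with a Bayes factor of at least 20 asked in each of the other 2, and a mean change of the 3 pairs of at least 0.2.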

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

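Leaving out replicate pairs and the minimum on the mean change were chosen after the tables had been seen. Each setting without a replicate changes 2 things at once, since it also asks a Bayes factor of at least 20 in each of the other 2 pairs. The sign alone would remove no event, so what leaving out a replicate does by itself was not measured. All settings are parts of the events that the paper called on the pooled samples, which include the replicate left out. Direction was taken from the pooled ΔPSI in each. Shares that stay alike are thus no independent check of that call. The share of RI events that were excluded stayed between 78.3 and 84.8% and that of SE events between 59.7 and 68.4% under all alternatives run, past the threshold in each, as did the differences between excluded and included exons in the coding share (39.5 to 44.6 percentage points) and in the share found only in NMD transcripts (-19.7 to -16.0). With a Bayes factor of at least 20 in each pair, the excluded share no longer passed the threshold for A5SS (55.1%) and turned for A3SS (48.1%) and MXE (51.6%), with 562 host genes in place of 1178. The same setting left a difference of 117 nt in median intron length and of -15.8 percentage points in coding exons of a length divisible by 3, neither past the threshold, and of -7.04 percentage points in exons of UTRs, which also no longer passed. With 1 event per gene, MXE was at 41.5% and no longer passed, and the difference in intron length was 124 nt and passed. With at least 20 in the other 2 pairs, without replicate 1, 2 and 3 in turn, A5SS was at 55.7, 60.0 and 56.6%, A3SS at 48.1, 54.3 and 49.3%, MXE at 50.0, 47.3 and 43.7%, and host genes at 572, 666 and 727. The difference in intron length ran from 79 to 164 nt, that in exons of UTRs from -12.0 to -7.08 percentage points (no longer past the threshold without replicate 1), that in introns between coding exons from -20.5 to -16.6 percentage points (no longer past the threshold without replicate 3) and that in exon lengths divisible by 3 was -17.4, -13.7 and -18.5. Of these, A5SS, MXE and intron length no longer passed the threshold in any of the 3 settings, and exon lengths divisible by 3 passed only without replicate 3. A mean change of at least 0.2 left 753 host genes, turned the difference in intron length to -88.5 nt and raised that in introns between coding exons to -39.1 percentage points. With it A5SS (63.3% excluded) and MXE (36.3%) passed the threshold and A3SS (58.6%) did not. A5SS also passed with 1 event per gene (63.0%). These settings all keep fewer events, and beyond that the cause was not tested. For the events of named genes, leaving out a pair cannot move a mean of 3 by its SD nor turn its sign, since the paper selected on the sign, so it says nothing of their stability. The ΔPSI of a replicate compares samples within a pair, while the calls and the pooled values rest on the pooled samples. An analysis of the samples without the pairs was not run, since the tables hold no PSI per sample. For gene levels, no paired analysis was possible because the columns of the deposited table match no sample. For the same reason the alternatives planned for gene levels (pseudocount, filter, scaling, threshold, replicate number as a block, samples left out, estimated correlation, DESeq2) were not run. Without counts per event, what depth limits cannot be given.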

Differences from the paper's values

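The paper's ratio of excluded to included RI events is about 2.5 in Fig. 2D, read by eye, and the events of Table 1 give 5.11. The paper's counts of 327 and 64 events match the table. Of the alternatives set before the deposited table was examined, neither came within the paper's ratio: it was 4.05 with a Bayes factor of at least 20 in each pair and 5.48 with 1 event per gene.

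In the same panel, also read by eye, A3SS stands second among the 5 classes, after RI, at about 1.6 against 1.5 for SE and A5SS. A gap this small, read by eye, does not fix the order. In the table the ratio was 1.68 for A5SS, 1.62 for SE, 1.31 for A3SS and 0.674 for MXE, so that A3SS comes after A5SS and SE. RI has the highest ratio in both.

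For BAX, the paper describes BAXε as the form made by exon inclusion with a frameshift and reports that apigenin raised BAX_L over it. In Table 1 the skipped exon between the RT-PCR primers, 98 nt and not divisible by 3, was included more with apigenin (mean ΔPSI 0.133 ± 0.0586, SD, n = 3 pairs), and the longer product of 266 bp occurs only in an annotated NMD transcript. By annotation the pair gives only 168 bp without this exon and 266 bp with it. It is also the only listed skipped exon of BAX between the primers. If this pair told BAXε from BAX_L, the table runs against the direction that the paper reports. The sequence of the bands was not examined here. For MAP3K7 the direction in the table is that of the paper's text. For CCNL2 the paper reports more of the isoforms that can be translated. Between the CCNL2 primers, the table has introns of 1214 nt (mean ΔPSI -0.557 ± 0.0833, SD, n = 3 pairs) and 431 nt (-0.117 ± 0.0981, with a Bayes factor under 20 in each pair), both retained less, and an A5SS event (0.353 ± 0.0737). The 1 annotated transcript in which exactly the intron of 1214 nt is spliced out is an NMD transcript, while the product of 317 bp comes from a protein-coding transcript. Whether these events raise the isoforms that can be translated was not settled here.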

Other observations

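The tests in this part were chosen after the tables had been seen, except that of the GC content of exons, whose bounds were set before its result was known. Excluded and included exons differed in what they encode. Of 636 SE events excluded with apigenin, 68.9% concern coding exons, against 27.0% of the 393 included events, where an exon can stand in several events (Fisher's exact test, adjusted p = 3.99e-39 over 6 kinds of place). By the same exact test, the exons found only in NMD transcripts made up more of the included than of the excluded ones (22.1% against 6.13%, adjusted p = 2.44e-13), as did exons of UTRs (22.9% against 8.49%, adjusted p = 5.43e-10) and of other RNA (16.5% against 4.87%, adjusted p = 1.41e-09). Here an exon found only in NMD transcripts has exactly its ends in an NMD transcript and in no protein-coding one. A coding exon with another end may overlap it. The difference in exons of UTRs did not pass when a Bayes factor of at least 20 was asked in each pair (-7.04 percentage points, adjusted p = 0.0658 by the same exact test) or in both pairs left without replicate 1 (adjusted p = 0.0686). Coding exons that were excluded had a length divisible by 3 in 48.4% and included ones in 69.5% (Fisher's exact test, adjusted p = 5.84e-04 over 14 comparisons), a difference that did not pass when a Bayes factor of at least 20 was asked in each pair, or in the other 2 pairs without replicate 1 or 2.

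In the lists of splicing genes the tallies were small, and none was tested. Over all SE events, coding exons were excluded in 438 events and included in 106, and exons found only in NMD transcripts in 39 and 87. In SR genes, 5 included events and no excluded one concerned exons found only in NMD transcripts, such as those of SRSF2 (104 nt, mean ΔPSI 0.277 ± 0.0252, SD, n = 3 pairs), SRSF3 (456 nt, 0.243 ± 0.0971), SRSF4 (195 nt, 0.123 ± 0.0751) and TRA2B (276 nt, 0.0600 ± 0.01). In hnRNP genes, 4 such events were included, in HNRNPD (0.413 ± 0.0551), HNRNPDL (0.517 ± 0.0115), HNRNPH1 (0.310 ± 0.01) and PCBP2 (0.130 ± 0.01), and 1 was excluded, in HNRNPH1 (-0.413 ± 0.0351). That excluded exon of 92 nt lies within a coding exon of 139 nt, which was excluded too. Coding exons of hnRNP genes were excluded in 9 events and included in 1, with a mean ΔPSI of -0.350 ± 0.01 for an exon of 78 nt in PTBP1. In the other regulators of splicing, coding exons were excluded in 6 events and included in 4, and 1 exon found only in NMD transcripts was included. In core spliceosome genes, coding exons were excluded in 2 events and included in 1, and the 1 exon found only in NMD transcripts, in SNRNP70, was excluded. Whether any of these exons brings a premature stop was not tested. These exons were named after their values had been seen, and protein and mRNA levels of the genes were not measured here.

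A possible explanation of the difference in coding share is the level of inclusion before treatment, since an exon that is almost always included can only fall and one almost always skipped can only rise. Starting levels are not in the tables used here. Among changes of at most 0.1, the difference in coding share was 45.8 percentage points, which leaves this open, because starting levels limit changes of any size. The GC content of the exons does not account for it, since the smaller of the differences below and above the median GC content was 35.0 percentage points. An effect of apigenin on coding and NMD exons as such remains a hypothesis that cannot be told apart from starting levels.

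The pooled ΔPSI of Table 1 followed replicate pair 1. Pair 1 was the closest to the pooled value in 90.8% of the 1696 events with a single closest pair, against 5.48% for pair 2 and 3.71% for pair 3, and the pooled value lay outside the range of all 3 pairs in 22.6% of 1998 events. The tables argue against 3 sources: depth, since pair 1 holds 32.7% of aligned reads, selection on the pooled Bayes factor, since pair 1 was closest in 90.1% of events past 20 in each pair, and pooling in even parts, since the least squares weights of the 3 pairs were 1.00, 0.00957 and -0.00213. A pooled estimate made mostly from the reads of replicate 1 cannot be told apart from other uneven ways of pooling, since among events past 20 in each pair the median ratio of the pooled Bayes factor to that of pair 1 was 1.71 (95% interval 1.16 to 2.93, 368 events), which neither stays under 2 nor exceeds 10, while it was 92.2 for pair 2 and 225 for pair 3. The pooled ΔPSI lay within 0.02 of pair 1 in 88.1% of events, against 31.2% for pair 2 and 24.5% for pair 3. With weights near 0 for pairs 2 and 3, the sizes and the calls of the pooled samples may rest mainly on pair 1. How the pool was made is open, and no biological explanation was tested, since replicates have no order.

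Excluded introns had a median length of 382.5 nt and included introns of 248 nt (permutation test, adjusted p = 0.00292), and 66.0% of excluded against 87.3% of included introns lie between coding exons (Fisher's exact test, adjusted p = 0.00123). The difference in length, 134.5 nt, kept its direction at 79 to 164 nt in all other settings but a mean change of at least 0.2 (-88.5 nt), and passed the threshold in these only with 1 event per gene (124 nt). That in introns between coding exons did not pass with a Bayes factor of at least 20 in both pairs left without replicate 3 (-16.6 percentage points, adjusted p = 0.0753 by the same exact test), and was larger with a mean change of at least 0.2 (-39.1 percentage points, adjusted p = 9.33e-05). Stop codons were read only in the introns between coding exons, 215 excluded and 55 included. Kept in a coding transcript, 89.3% of these excluded and 90.9% of these included introns bring an in-frame stop codon (Fisher's exact test, adjusted p = 1.0).

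In Table 6 the star of BAX stands at the exon of 52 nt, with a pooled ΔPSI of -0.27, which lies outside the RT-PCR primers, and the exon of 98 nt between the primers has 0.10. In Supplementary Fig. 1A, the paper's percent alignment runs from 98.15 to 98.75%, and aligned divided by total reads runs from 86.2 to 90.0%.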
